A study of Mus musculus with 8 samples. Its data were reported in "Hox-dependent coordination of mouse cardiac progenitor cell patterning and differentiation" (2020).

How the data were processed

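The second heart field region of mouse embryos at embryonic day 9.5 was micro-dissected, pooled and digested, and cells were sorted by their reporter. The 8 libraries comprised 3 of GFP+ cells, 3 of Tomato+ cells, 1 of GFP- cells and 1 of Tomato- cells, and groups were taken from the labels. Per the labels, 2 ng of RNA was amplified with a single primer isothermal kit, which keeps no strand information, and sequenced in paired ends. Reads were separated with bcl2fastq 2.17.1.14, aligned with STAR 2.5.2 to GRCm38 (mm10) and counted per gene with HTSeq-count. A methods paragraph of the paper that also mentions these sorted cells describes single-end reads, RSEM and an Ensembl gene build, which conflicts with the labels. The labels were followed, since the table has the columns of DESeq2 and its reads are whole numbers, and the annotation behind these counts stays open. Raw reads were not analysed here.

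The authors' deposited table is the result of their DESeq2 fit on 16302 genes, from which genes without expression had been removed. Its library columns hold a signal that the authors made by dividing the reads of each gene by 1 size factor per library, and its mean column holds the mean of these over the 8 libraries. The log2 column of the deposited table holds the fold change of GFP+ over Tomato+ cells from the authors' fit. The score column of the deposited table holds the Wald statistic of that fit. The p-value columns of the deposited table hold the authors' Wald p and its Benjamini-Hochberg adjustment. Multiplying each library column by a single factor gave whole numbers within 0.01 for 100.0% of its values, so the reads could be recovered, 22668185 to 41597870 per library. Intervals of shares of reads are 95% Wilson intervals, and the floor of a gene at 0 is 3 reads. Both cover counting error only, since amplified reads are not independent molecules. Intervals of shares of genes are 95% exact binomial intervals. They treat genes as independent, which co-expressed genes are not, and leave out the spread between libraries.

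Of the 16302 symbols, 15768 (96.7%) matched exactly 1 gene of GENCODE M21, which gave the coordinates on GRCm38. The similarity of libraries within a group was measured as Pearson's chi-square per degree of freedom over genes with at least 20 reads in the pair. A pair under 1.2 would have been merged, and no pair was.

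GFP+ and Tomato+ cells were compared with limma 3.58.1 in R 4.3.3, with a trend, on log2(normalized reads + 1), over the 16153 genes with a mean of at least 10 in the 6 libraries. The 149 genes under that mean were left out. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The tests were two-sided, and no covariate was used. Folds are on this log scale. Gene lists were tested with limma's camera (preset correlation 0.01), and with an estimated correlation and fry beside it, adjusted over the 34 lists. Fry asks whether the genes of a list move on balance in a direction and does not compare them with other genes. The 34 lists hold 614 names, of which 527 are in the table, and some genes stand in several lists.

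Each positive group was compared with its lone negative library without a test. A gene stood apart when the negative library lay at least 2-fold outside every positive library and the higher side had at least 50 normalized reads. List medians were set against 10000 random lists matched on level in 20 bins. The ratio of GFP- to Tomato- was set against that of GFP+ to Tomato+ across genes. A gene was detected in a population when every library had at least 10 normalized reads.

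Genes were named by a fixed rule. They were Hoxb1 and Mef2c, every posterior SHF gene named by the study, and, for each other list, up to 3 called genes with the largest absolute log2 fold change among those with a mean of at least 100 normalized reads in the higher group and no overlap between groups, or the 2 members with the highest mean where none met this. The rule added the 8 largest positive and 8 largest negative log2 fold changes that met the same conditions, and, for the comparisons with negative cells, the 6 highest and 6 lowest ratios among genes that stood apart with at least 200 normalized reads on the higher side. Genes with symbols of the Gm or Rik kind were counted but not named, and some genes that the rule names are not reported here. The comparisons, tests, lists and this rule were fixed before the data were examined, after the paper and the opening lines of a supplementary sheet with values of these libraries had been read. Hba-a2, Hbb-bt and Il1b are named only to describe read sharing, after values were seen.

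The tests were tried on simulated data with the means, spread and sizes of these libraries and 200 changed genes. With 3 independent libraries per group limma recovered 44% of genes changed 2-fold and 72.5% of those changed 4-fold, and 2.2% and 2.7% of its calls were false. With near copies among the libraries 72.4% and 72.1% were false, and 12.7% and 3% once the copies were averaged, when 27.5% and 65% of the changed genes were recovered. These copies differed by sampling noise alone, and all false shares depend on the number of changed genes.

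Alternatives were other size factors, filters, pseudocounts and thresholds, DESeq2 1.42.0, limma voom, a fit of all 4 groups, the replicate number as a block, and leaving out each library in turn. The quasi-likelihood test of edgeR 4.0.16 on the recovered reads, TMM factors in the test of GFP+ against Tomato+ cells, fits on 2 of the 3 replicates and list tests with replicates 1 and 3 averaged were added after the data were seen. Values were tabulated with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 and drawn with matplotlib 3.10.9.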

Results

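RNA was sequenced from cells sorted out of the micro-dissected second heart field (SHF) region of mouse embryos at embryonic day 9.5. The SHF holds cardiac progenitor cells that are added to both poles of the early heart tube. In the Hoxb1-GFP line, a green reporter marks cells in which Hoxb1 is active, a property of the posterior SHF (pSHF). The paper's methods appear to give this allele the symbol Hoxb1-, which the paper also uses for its Hoxb1 mutants. An effect of the allele on the levels in this line was not tested. In the Mef2c-Cre line, an enhancer of Mef2c active in the anterior heart field drives Cre recombinase, which switches on the red protein tdTomato in those cells and their descendants. GFP-positive (GFP+) and Tomato-positive (Tomato+) cells gave 3 libraries each, and the cells without reporter gave 1 library per line (GFP- and Tomato-). The 8 libraries held 22668185 to 41597870 reads on 16302 genes. Ribosomal RNA of the mitochondria took 30.7% to 49.3% of these reads, with the highest share in the Tomato- library, and 12765045 to 27249149 reads per library fell outside mitochondrial genes. All levels are normalized reads, that is reads divided by the size factor of their library.

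Replicates 1 and 3 of each positive group were nearly alike. Over genes with at least 20 reads in the pair, chi-square per degree of freedom was 2.35 between GFP+ replicates 1 and 3 and 2.38 between Tomato+ replicates 1 and 3, where sampling noise alone gives about 1. Pairs with replicate 2 gave 72.4 to 93.0. The pairs exceeded the limit of 1.2 set for counting them as 1 library, so they entered the tests as separate libraries. In simulated data in which 2 of 3 libraries were near copies, 72.4% of the genes called at a 2-fold change were false with 3 libraries per group, and 12.7% were false once the copies were averaged. Counts with replicates 1 and 3 averaged, which leaves 2 values per group, therefore stand beside those with 3 libraries. The study calls these libraries biological replicates, but no label says that they came from separate pools of embryos. Every p therefore measures only the spread between these libraries, which may be technical.

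The comparison of GFP+ with Tomato+ cells asked which genes set the pSHF apart from cells of the Mef2c-Cre lineage. Hoxb1, whose locus drives the green reporter (GRCm38 chromosome 11, 96365752 to 96368256, a protein-coding gene), stood at 849.6 ± 133 normalized reads in GFP+ cells (SD, n = 3) and at 336 ± 68.4 in Tomato+ cells (SD, n = 3), a 2.54-fold difference with a limma adjusted p = 0.00118. Its level was 60.8 in the GFP- library and 199.3 in the Tomato- library. Each GFP+ library, at 843, 719.9 and 986, lay above the Tomato+ libraries at 301, 415 and 292. Mef2c, a transcription factor gene of the heart field and of heart and skeletal muscle (chromosome 13, 83504034 to 83667080), was not higher in the cells sorted by its enhancer. It stood at 1991 ± 124 in GFP+ and 1444 ± 29.1 in Tomato+ cells, 1.38-fold higher in GFP+ cells (limma adjusted p = 0.00488), and at 1334 in GFP- and 2117 in Tomato- cells. With replicates 1 and 3 averaged, Hoxb1 passed (limma adjusted p = 0.0072) and Mef2c did not (limma adjusted p = 0.104).

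**Figure D1:**
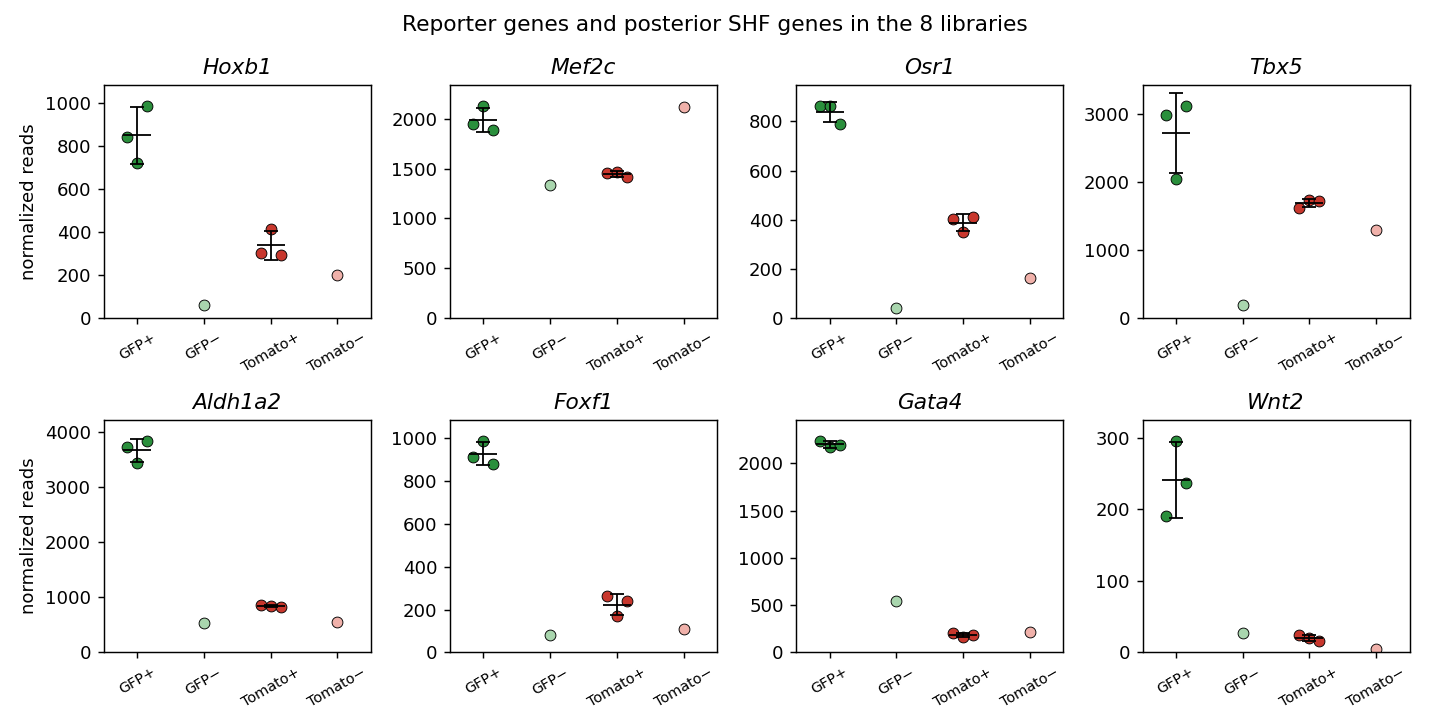
Normalized reads of Hoxb1, Mef2c and 6 pSHF genes in the 8 libraries, with 1 panel per gene and its own vertical axis from 0. Each dot is a library, black bars give the mean ± SD of 3 libraries, and the GFP- and Tomato- groups hold 1 library each. Gata4 stood near 2200.04 in GFP+ cells and 181.6 in Tomato+ cells, whereas Mef2c had the smallest fold change of the 8 genes.

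Of 13 pSHF genes named by the study, 12 were higher in GFP+ cells, 0 were lower and 1 did not pass, and the count adjusted over the list alone was also 12 higher. The study chose this list on these samples, so its direction is not independent evidence. Gata4, a zinc finger transcription factor needed for heart formation (chromosome 14, 63198922 to 63271692), rose from 181.6 ± 23.6 in Tomato+ to 2200.04 ± 34.7 in GFP+ cells, 12.1-fold. Wnt2, a secreted ligand of the Wnt family (chromosome 6, 17988940 to 18030585), rose 11.6-fold, from 19.8 ± 3.92 to 241 ± 52.6. Aldh1a2, which makes retinoic acid (chromosome 9, 71215789 to 71296243), rose 4.34-fold to 3663 ± 210, and Foxf1, a forkhead factor of splanchnic mesoderm (chromosome 8, 121084386 to 121088144), rose 4.2-fold to 929 ± 54.8. Osr1 rose 2.16-fold, Tbx18 2.1-fold, Nr2f2 1.64-fold and Sema3c 1.59-fold.

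Transcripts of Osr1 and Tbx5 were well above the detection floor in Tomato+ cells. Osr1 (chromosome 12, 9570116 to 9581500) stood at 388 ± 33.4 in Tomato+ and 838 ± 41.3 in GFP+ cells, and Tbx5, mutated in Holt-Oram syndrome (chromosome 5, 119832668 to 119885219), at 1690.2 ± 60.1 and 2718 ± 587 (SD, n = 3 each). A floor of 3 reads equals at most 4.53 normalized reads in any library. In the Tomato- library Osr1 stood at 162 and Tbx5 at 1293, so Tbx5 lay close to its Tomato+ level there. By qPCR, the study did not detect either gene in Tomato+ cells. Whether Tomato- cells in the sorted fraction contributed to these levels was not tested for these genes. Hoxa3 did not pass (763 ± 249 in GFP+ and 1030.1 ± 191 in Tomato+ cells, limma adjusted p = 0.19). With replicates 1 and 3 averaged, 10 of the 13 genes passed, and Tbx5 (limma adjusted p = 0.0751) and Bmp4 (0.0867), a bone morphogenetic protein, no longer did. Single libraries also decided the call of Tbx5, which did not pass without GFP+ replicate 1 (limma adjusted p = 0.0504), and of Tbx18, which did not pass without GFP+ replicate 2 (0.0516) or Tomato+ replicate 1 (0.0526). The list as a whole lay higher in GFP+ cells than other genes (limma camera adjusted p = 1.09e-06, and adjusted p = 0.0442 with an estimated correlation).

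Of 15 measured genes of the posterior SHF and inflow tract that the study did not name, 7 were higher in GFP+ cells, 2 were lower and 6 did not pass, with the same counts adjusted over the list alone. Hand1, a basic helix-loop-helix factor of heart and extraembryonic mesoderm, rose 16.9-fold, the GATA factor gene Gata5 15.8-fold and the T-box gene Tbx20 4.09-fold. The camera test of limma gave an adjusted p = 0.0171 for this list, and adjusted p = 0.163 with an estimated correlation. Genes of the anterior SHF and outflow tract were not higher in Tomato+ cells: of 21 measured, 11 were higher in GFP+ cells, 1 was lower and 9 did not pass, again with the same counts adjusted over the list alone. Smyd1, a muscle methyltransferase gene, rose from 49.2 ± 20.5 to 1573 ± 148, Prdm1, a transcriptional repressor gene, from 150.5 ± 33.7 to 2424 ± 191, and Fgf10, a fibroblast growth factor gene used as a marker of the anterior SHF, from 158.6 ± 14.3 to 431 ± 54.8 (SD, n = 3). Between the lone negative libraries, Smyd1 stood at 740 in GFP- and 10.6 in Tomato-, and Prdm1 at 563 and 83.1. Fgf10 went the other way there, at 94.7 and 397, as did the median log2 ratio of the list, -0.62. Averaging replicates 1 and 3 left 8 anterior genes higher and 0 lower, and 5 higher and 1 lower in the list that the study did not name. The anterior list had a limma camera adjusted p = 0.00325 (adjusted p = 0.0701 with an estimated correlation).

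Cardiomyocyte genes lay higher in GFP+ cells as a list. Of 26 measured cardiomyocyte genes 20 were higher, 1 was lower and 5 did not pass, with a median log2 fold change of 2.81 and the same counts adjusted over the list alone. Ankrd1, a stretch-responsive sarcomere gene, rose from 12.2 ± 5.92 to 406 ± 47.4, Tnnc1, which encodes the calcium-binding troponin of slow and cardiac muscle, from 4.4 ± 2.63 to 160.7 ± 18.2, and Bmp10, made by embryonic heart muscle, from 20.9 ± 31 to 246 ± 24.2. The Tomato+ mean of Bmp10 rests on replicate 2, at 56.6 against 4.55 and 1.44 in the others. The muscle kinase gene Alpk3, among the largest rises of all genes, went from 9.98 ± 8.64 to 364 ± 20.7. The camera test of limma gave an adjusted p = 1.01e-08 for the list (adjusted p = 0.0442 with an estimated correlation). Cardiomyocyte genes also differed between the negative libraries, with a median log2 ratio of GFP- to Tomato- of 2.74 (percentile 100 of random lists). Of 9 smooth muscle genes 4 were higher and 5 did not pass, by either adjustment. Among them were Acta2, the smooth muscle actin, 12-fold, its coactivator gene Myocd 7.7-fold and Cnn1 4.61-fold (limma camera adjusted p = 0.00372, adjusted p = 0.0788 with an estimated correlation). For smooth muscle genes the median log2 ratio of GFP- to Tomato- was 0.47 (percentile 85.2 of random lists). With averaged replicates, 19 cardiomyocyte genes were higher and 0 lower, and 2 smooth muscle genes were higher, Cnn1 not among them.

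Epithelial genes moved the same way. Of 16 measured genes of pharyngeal and foregut endoderm 12 were higher in GFP+ cells, 1 was lower and 3 did not pass (13 higher and 1 lower adjusted over the list alone). Shh, the secreted Hedgehog ligand, stood at 1387 ± 141 in GFP+ and 42 ± 8.18 in Tomato+ cells. Ripply3, a transcriptional repressor gene of pharyngeal endoderm, stood at 803 ± 120 and 17.9 ± 4.52, and the forkhead gene Foxi3 at 178 ± 63.3 and 0.54 ± 0.48. Of 22 epithelial and polarity genes 15 were higher and 1 was lower (15 and 2 adjusted over the list alone), among them the tight junction gene Cldn6, 17.3-fold, and the polarity genes Llgl2, 19.1-fold, and Pard6b, at 1085.9 ± 76.2 in GFP+ and 282 ± 216 in Tomato+ cells (SD, n = 3). Pard6b did not pass without GFP+ replicate 1, 2 or 3 (limma adjusted p of 0.0893 to 0.119), and its log2 fold change of 2.61 was 1.41 without Tomato+ replicate 2. Of 10 genes of the proepicardium and septum transversum 9 were higher and 1 did not pass (10 higher adjusted over the list alone), with Lrrn4 at 527 ± 80.8 in GFP+ and 45.2 ± 9.64 in Tomato+ cells and Tcf21 2.91-fold higher. The camera test of limma gave adjusted p = 1.45e-06 for endoderm, 6.55e-05 for epithelium and 2.72e-05 for proepicardium, and with an estimated correlation the adjusted p was 0.0504, 0.0701 and 0.0634. The averaged replicates left 11 endoderm genes higher and 1 lower, 12 epithelial genes higher and 0 lower, and 5 proepicardial genes higher and 0 lower, without Tcf21.

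**Figure D2:**
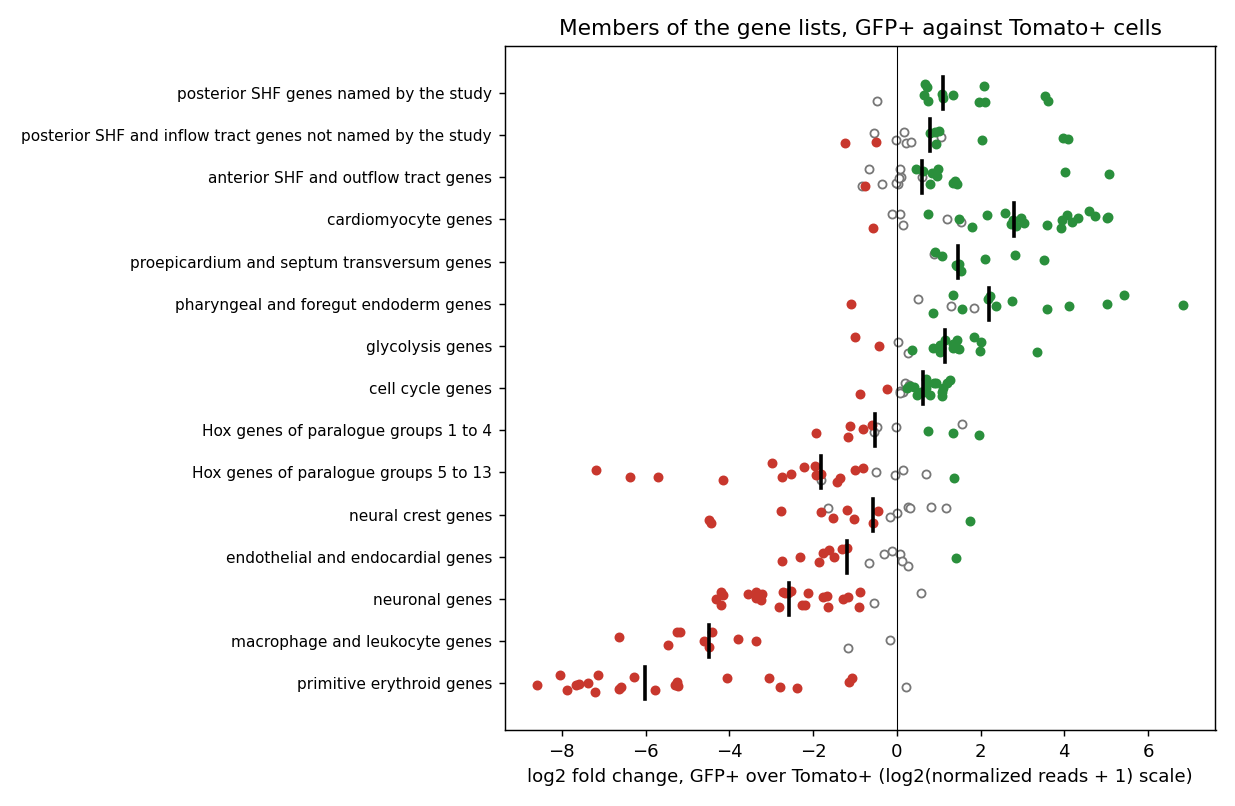
Log2 fold change of GFP+ over Tomato+ cells (horizontal axis, on the scale of log2(normalized reads + 1)) for the measured members of 15 gene lists (vertical axis). Filled dots passed limma's test at an adjusted p under 0.05, green where higher and red where lower in GFP+ cells, open dots did not pass, and black bars are list medians. The median of the cardiomyocyte list was 2.81 and that of the erythroid list -6.02.

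Hox genes are expressed in nested domains along the body axis. Of 12 genes of groups 1 to 4, 3 were higher in GFP+ cells, 5 were lower and 4 did not pass, by either adjustment (limma camera adjusted p = 0.523). Hoxd4 stood at 89 ± 25.2 in GFP+ and 346 ± 110 in Tomato+ cells (SD, n = 3). Of 21 genes of groups 5 to 13, 1 was higher, 15 were lower and 5 did not pass, with 16 lower adjusted over the list alone and a median log2 fold change of -1.81. Hoxa13, which marks the caudal end and the distal limb (chromosome 6, 52257694 to 52260880), averaged 238.5 ± 71.9 in Tomato+ and 0.67 ± 0.59 in GFP+ cells. Hoxd11 averaged 363 ± 30.01 and 18 ± 28.3, and Hoxd12 104.6 ± 5.96 and 0.37 ± 0.64. The GFP+ mean of Hoxd11 rests on replicate 2, at 50.7 against 2.19 and 1.1 in the others. The camera test of limma gave adjusted p = 1.37e-05 for groups 5 to 13, and adjusted p = 0.0878 with an estimated correlation, and the 2 Hox lists were not tested against each other. Of 11 TALE homeodomain genes, which encode cofactors of HOX proteins, 4 were higher and 7 did not pass by either adjustment (limma camera adjusted p = 0.156), with Tgif1 1.98-fold and Pknox2 1.4-fold higher. After averaging, 3 Hox genes of groups 1 to 4 were higher and 4 lower, 0 of groups 5 to 13 were higher and 13 lower, and 2 TALE genes were higher, without Pknox2.

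**Figure D3:**
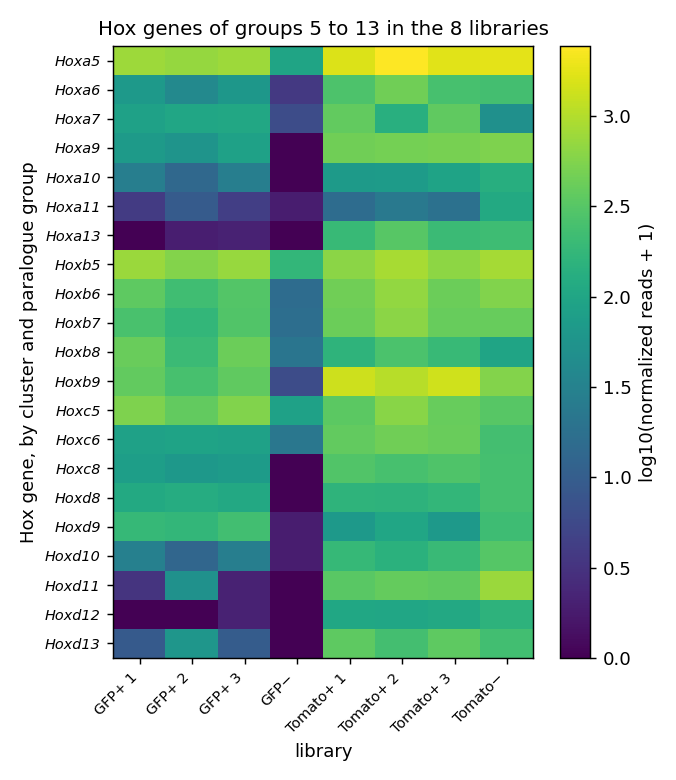
Heat map of log10(normalized reads + 1) for the measured Hox genes of groups 5 to 13 (vertical axis, by cluster and paralogue group) in the 8 libraries (horizontal axis), on the colour scale beside the map. Hoxa13, Hoxd11 and Hoxd12 had 213, 763 and 152.5 normalized reads in the Tomato- library and 0 in the GFP- library.

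Among signalling lists, FGF pathway genes stood out: 11 of 17 were higher in GFP+ cells, 1 was lower and 5 did not pass (13 higher adjusted over the list alone). The feedback inhibitors Spry1 and Spry2 rose 4.69-fold and 3.78-fold and the target gene Etv5 2.73-fold (limma camera adjusted p = 0.000158, adjusted p = 0.0701 with an estimated correlation). Camera called none of the other pathway lists, though Hedgehog genes passed with replicates 1 and 3 averaged (limma camera adjusted p = 0.0334, but adjusted p = 0.251 with an estimated correlation). Of 13 Hedgehog genes 6 were higher and 2 lower (7 and 2 adjusted over the list alone, limma camera adjusted p = 0.0621), with Hhip, a target and inhibitor of the pathway, 2.07-fold higher and the co-receptor gene Boc falling by 1.28 on the log2 scale. Of 23 BMP genes 6 were higher and 3 lower by either adjustment (limma camera adjusted p = 0.463), with Smad9 and the antagonist gene Grem1 higher and Id1 lower. Id1 did not pass without GFP+ replicate 1 or 3, or without Tomato+ replicate 2 or 3 (limma adjusted p of 0.065 to 0.083), or with averaged replicates (limma adjusted p = 0.13). Of 22 Wnt genes 7 were higher and 4 lower by either adjustment (limma camera adjusted p = 0.191), with Tcf7 2.89-fold higher and Wnt7b falling by 4.34 on the log2 scale. Of 17 retinoic acid genes 6 were higher and 6 lower by either adjustment (limma camera adjusted p = 0.879): Aldh1a2, which makes retinoic acid, and Rdh10, which makes its precursor retinaldehyde, rose, and the receptor gene Rarg fell by 1.84 on the log2 scale. The median log2 fold change of this list was -0.29, whereas limma's fry pointed up (adjusted p = 0.849). Of 14 Hippo and TEAD genes 3 were higher and 11 did not pass by either adjustment (limma camera adjusted p = 0.523), and these were Vgll2, Amotl2 and Tead1. Tead1 did not pass without GFP+ replicate 1 or 3, or without Tomato+ replicate 1 or 3 (limma adjusted p of 0.0714 to 0.0884). Averaged replicates gave fewer calls in each pathway: 8 FGF genes higher and 1 lower, 5 Hedgehog genes higher and 1 lower, 3 BMP genes higher and 0 lower, 5 Wnt genes higher and 2 lower, 2 retinoic acid genes higher and 4 lower, and 1 Hippo gene higher, which was neither Amotl2 nor Tead1.

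As lists, genes of glycolysis and of the cell cycle lay higher in GFP+ than in Tomato+ cells, but their medians were not higher than in GFP- cells. Of 19 glycolysis genes 15 were higher, 2 were lower and 2 did not pass by either adjustment. Gapdh stood at 18926 ± 692 in GFP+ and 4859.6 ± 1097 in Tomato+ cells, Ldha, which turns pyruvate into lactate, at 25530.5 ± 761 and 6382 ± 116, and the glucose transporter gene Slc2a3 at 4571 ± 335 and 445 ± 14.1 (SD, n = 3). Of 24 cell cycle genes 17 were higher, 2 were lower and 5 did not pass (18 higher adjusted over the list alone), with Rrm2, which supplies deoxynucleotides, 2.29-fold, Ccne1 2.4-fold and Aurka 2.16-fold higher. The camera test of limma gave adjusted p = 3.3e-07 for glycolysis and 2.91e-06 for the cell cycle, and adjusted p = 0.0442 for each with an estimated correlation. Within the Hoxb1-GFP line, the median log2 ratio of GFP+ to GFP- cells was -0.28 for glycolysis genes (percentile 0 of random lists) and -0.17 for cell cycle genes (percentile 0.2). Single genes differed in this: Slc2a3 at 2120 and Ccne1 at 637 in the GFP- library lay under their GFP+ means. Gapdh at 27395, Ldha at 35762, Rrm2 at 8984 and Aurka at 1055 there lay above theirs. Of 18 apoptosis genes 7 were higher and 2 lower by either adjustment (limma camera adjusted p = 0.121). Bak1 and Trp53 rose and Pmaip1 fell by 3.1 on the log2 scale, or by 2.28 without GFP+ replicate 2. On averaged replicates, 13 glycolysis genes were higher and 0 lower, 13 cell cycle genes higher and 1 lower, and 2 apoptosis genes higher and 1 lower.

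Transcripts of blood, neurons and macrophages were far more abundant in Tomato+ than in GFP+ cells. Of 22 primitive erythroid genes 21 were lower in GFP+ cells by either adjustment, and 1 did not pass. Hba-x, an embryonic alpha globin (chromosome 11, 32276400 to 32278116), averaged 64496 ± 8749 in Tomato+ and 394 ± 87.6 in GFP+ cells, Hbb-y, an embryonic beta globin, 40288.9 ± 2421 and 182 ± 76.6, and Hemgn, an erythroid gene outside the list, 1839.7 ± 5.87 and 1.66 ± 1.46 (SD, n = 3). The list took 0.698% to 0.836% of the reads outside mitochondrial genes in Tomato+ libraries and 0.032% to 0.036% in GFP+ libraries. In the GFP- library the share was 1.56% (95% Wilson interval 1.558% to 1.568%), and in the Tomato- library 1.48% (1.478% to 1.491%), intervals that cover counting error only. The globin pairs Hba-a1 and Hba-a2, and Hbb-bs and Hbb-bt, are near-identical copies whose reads can be split between them. Of 26 neuronal genes 24 were lower and 2 did not pass (25 lower adjusted over the list alone), with Cntn2, an axonal adhesion gene, at 3851 ± 133 in Tomato+ and 193 ± 30.2 in GFP+ cells, Nhlh2 at 2508 ± 44.4 and 135.3 ± 6.1, and Lhx1 at 1785 ± 342 and 96.8 ± 16.8. Of 11 macrophage genes 9 were lower and 2 did not pass by either adjustment, among them Ptprc, the pan-leukocyte surface phosphatase, at 269.9 ± 23.6 and 1.9 ± 1.25, the mannose receptor gene Mrc1 and Cx3cr1.

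The camera test of limma gave adjusted p = 1.57e-13 for the erythroid, 5.26e-15 for the neuronal and 7.67e-06 for the macrophage list. With an estimated correlation, the adjusted p was 0.0598, 0.0504 and 0.0701. Further lists that limma's camera called lower in GFP+ cells were those of neural progenitors (9 of 17 lower, 1 higher, adjusted p = 0.00487), neural crest (9 of 17 lower, 1 higher, adjusted p = 0.0171), paraxial mesoderm (5 of 9 lower, 1 higher, adjusted p = 0.0256) and endothelium (8 of 15 lower, 1 higher, adjusted p = 0.0301). With an estimated correlation, their adjusted p was 0.34, 0.131, 0.132 and 0.134. Adjusted over the list alone, 9 neural progenitor genes were lower and 2 higher, 9 neural crest genes lower and 4 higher, 7 paraxial mesoderm genes lower and 1 higher, and 8 endothelial genes lower and 1 higher. Fabp7, a fatty acid binding protein of radial glia, stood at 3398 ± 154 in Tomato+ and 245 ± 101 in GFP+ cells, the neural crest gene Tfap2b at 4242 ± 479.8 and 629 ± 109, the somite gene Pax7 at 418 ± 62.6 and 87.9 ± 17.3, and Cdh5, the cadherin of endothelial junctions, at 568 ± 109 and 83.2 ± 11. In the averaged data the lower genes numbered 20 for the erythroid, 22 for the neuronal and 7 for the macrophage list, 8 for neural progenitors (1 higher), 7 for neural crest (0 higher), 4 for paraxial mesoderm (1 higher) and 5 for endothelium (1 higher). Olig2, a marker of motor neuron and oligodendrocyte progenitors, went the other way, at 26.9 ± 33.1 in Tomato+ and 201 ± 13.2 in GFP+ cells. Its Tomato+ mean rests on replicate 2, at 65.1 against 9.1 and 6.47 in the others.

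Camera called none of the remaining lists with 3 libraries per group. Of 10 branchiomeric and cardiopharyngeal genes 5 were higher and 4 lower (6 and 4 adjusted over the list alone, limma camera adjusted p = 0.964). The related factors Ebf1, Ebf2 and Ebf3 fell by 2.35, 2.64 and 1.91 on the log2 scale. The median of this list was 0.64 and its mean 0.17, and limma's fry, which weighs genes in another way, gave a downward adjusted p = 0.00487. Averaging left 0 branchiomeric genes higher and 3 lower. Of 13 lateral plate and limb genes 3 were higher and 4 lower (limma camera adjusted p = 0.602, with a median log2 fold change of -0.09 and a mean of 0.04), of 6 surface ectoderm genes 1 was higher and 2 lower (0.602), and of 5 liver bud genes 1 was higher and 3 lower (0.3), all by either adjustment. Grhl3 fell by 2.11, Emx2 by 1.99 and Prox1 by 1.72 on the log2 scale, and Esrp1 rose 5.11-fold. In these lists averaging left 2 lateral plate genes higher and 4 lower, 1 surface ectoderm gene higher and 2 lower, and 0 liver bud genes higher and 2 lower. Of 16 genes that respond to tissue dissociation 5 were lower and 11 did not pass by either adjustment (limma camera adjusted p = 0.174), with the immediate early gene Fos at 434 ± 30.5 in Tomato+ and 138 ± 20.1 in GFP+ cells, and 3 were lower after averaging. Of 10 mitochondrially encoded genes 4 were higher and 1 was lower by either adjustment (limma camera adjusted p = 0.191), and 3 and 1 after averaging, when the list passed (limma camera adjusted p = 0.033) but not with an estimated correlation (adjusted p = 0.555). The median log2 fold change of that list was 0.67, but its mean was -0.09 and limma's fry pointed down (adjusted p = 0.363). The mean rests on mt-Nd3, which had 0 reads in all GFP+ libraries and in the GFP- library and 101 ± 26 normalized reads in Tomato+ cells (SD, n = 3), that is at least 36.8-fold fewer reads in GFP+ cells against a floor of 3 reads in each library. A sequence variant of the line, the annotation and mapping were not tested, so this value need not measure expression. The 5 sex-linked genes did not pass by either adjustment (limma camera adjusted p = 0.355), though Kdm5d passed without GFP+ replicate 2 (limma adjusted p = 0.0391), and Xist averaged 52015.8 ± 908 in GFP+ and 55214 ± 3151 in Tomato+ cells.

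Over all 16153 genes tested, limma called 6410 at an adjusted p under 0.05, with 3186 higher and 3224 lower in GFP+ cells, and 3183 of at least 2-fold (1250 higher and 1933 lower). With replicates 1 and 3 averaged, it called 2929 genes (1436 higher and 1493 lower), of which 2892 were among the 6410, and 1913 of at least 2-fold (736 higher and 1177 lower). The quasi-likelihood test of edgeR on the recovered reads called 6247 genes (3082 higher and 3165 lower), 6129 of them shared with limma. The balance of directions depended on the scaling: upper-quartile factors gave 2691 genes higher and 3635 lower, and 1055 and 2127 at 2-fold or more, with a median log2 fold change over all genes of -0.08 in place of -0.01. The authors' deposited table has 5887 genes with a DESeq2 adjusted p under 0.05, and 5573 of limma's genes were among them with the same sign. The largest rises among genes that met the naming rule were those of the forkhead genes Foxi2 (log2 fold change 7.34) and Foxi3 (6.84), and of Ctxn3 (6.68) and Car4 (5.6), and the largest falls included those of Hemgn (-9.65), Mir9-3hg (-8.7), Gad2 (-8.67), which makes the transmitter GABA, the globin genes Hbb-bs (-8.59), Hba-a1 (-8.05) and Hbb-y (-7.87), and Robo3 (-7.79), an axon guidance receptor gene. Several of these genes were near 0 in a population, so the size of their change depends on the 1 added to each value: edgeR gave -10.33 for Mir9-3hg, -10.23 for Hbb-bs, -10.16 for Hemgn and 8.22 for Foxi2. For Car4 edgeR gave a smaller change, 4.08, since Tomato+ replicate 2 had 51 normalized reads and the others 1.82 and 0. Leaving out single libraries also moved such values, for example that of Gad2 to -9.65 without GFP+ replicate 3.

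These calls set apart 2 mouse lines as well as 2 cell populations, since each reporter came from its own line. Camera with a preset correlation called 19 of 34 lists. With an estimated correlation 4 of these calls held (pSHF genes named by the study, cardiomyocyte, glycolysis and cell cycle genes), and 0 held with replicates 1 and 3 averaged as well. When the 6 libraries were regrouped so that each side mixed GFP+ and Tomato+ libraries, camera with the preset correlation called up to 14 lists, although each such grouping keeps a part of the difference between the populations and so is not free of it. In simulated reads with no change and no correlation between genes, limma's camera called 0 of 34 lists, with the preset and with an estimated correlation. Without Tomato+ replicate 2 camera called 14 lists, and the endothelial, neural progenitor, neural crest, paraxial mesoderm lists and the list of posterior SHF genes not named by the study no longer passed.

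The comparison of GFP+ with GFP- cells shows what the sort enriched within the same line. Posterior SHF transcripts were strongly enriched: Osr1 averaged 838 ± 41.3 in GFP+ cells (SD, n = 3) against 40.8 in the GFP- library, Tbx5 2718 ± 587 against 179.8, Aldh1a2 3663 ± 210 against 537 and Foxf1 929 ± 54.8 against 80.8. Of the 13 pSHF genes named by the study 12 stood apart on the higher side, that is at least 2-fold outside every GFP+ library with 50 or more normalized reads on the higher side, and their median log2 ratio was 2.01. Of 21 Hox genes of groups 5 to 13, 14 stood apart on the higher side, with Hoxb9 at 328 ± 70.01 against 5.21. Genes of the pharyngeal endoderm (12 of 16), lateral plate and limb (8 of 13), proepicardium (7 of 10), anterior SHF (10 of 21) and FGF pathway (8 of 17) also stood apart on the higher side. Erythroid genes were depleted, with 21 of 22 on the lower side, and Hba-x at 394 ± 87.6 against 164736.

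Medians of these lists lay at percentile 100 of those of 10000 random lists matched on expression, apart from the erythroid list, which lay at percentile 0. In all, 706 genes stood apart on the higher side and 601 on the lower. Among genes that met the naming rule, with at least 200 normalized reads, the highest ratios belonged to Colec10, Gdnf, Hoxd3os1, Upk3b, Hoxb9 and Barx1, and the lowest included those of Hbb-bh1, Rhag, Hemgn, Hba-x and Afp, of which all but Afp, the fetal serum protein of liver and yolk sac, belong to red cells. Hoxd3os1 is antisense to Hox genes, and reads from both strands cannot be told apart with this kit. With 1 GFP- library these ratios have no replicate check, and without GFP+ replicate 2 the number standing apart was 2264 in place of 1307.

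**Figure D4:**
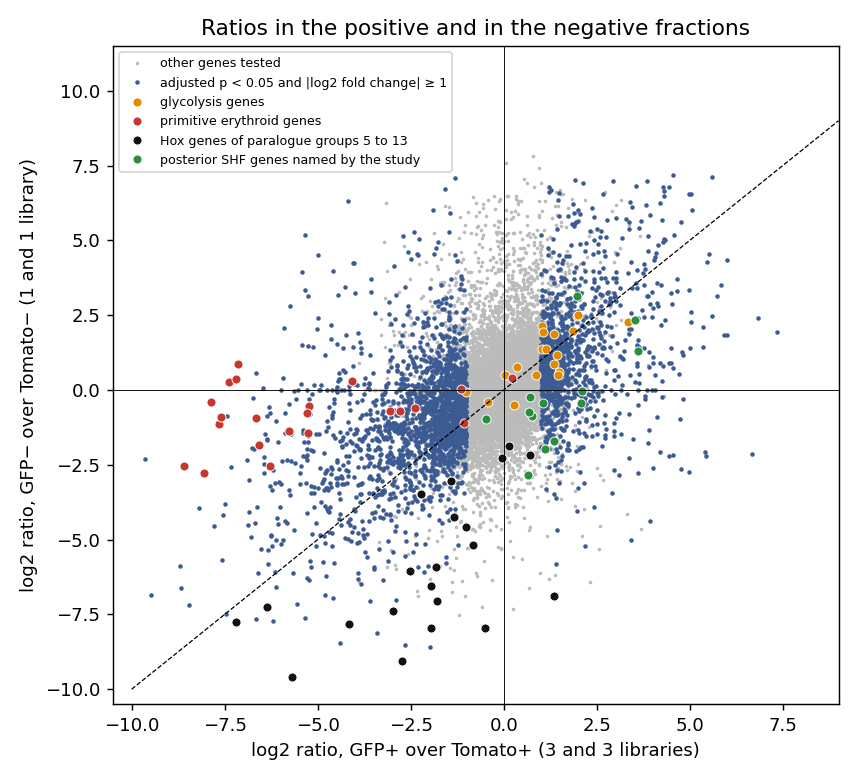
Log2 ratio of the GFP- to the Tomato- library (vertical axis) against the log2 fold change of GFP+ over Tomato+ cells (horizontal axis), with 1 point per gene. Blue points are the 3183 genes called at 2-fold or more, grey points are the other genes, larger points are members of the lists named in the legend, and the dashed line marks equal ratios. Across 16150 genes Pearson's r was 0.419.

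In the Mef2c-Cre line, the median log2 ratio of Tomato+ to Tomato- cells was 0.39 for the 13 pSHF genes (percentile 98.1 of random lists), of which 2 stood apart, and 0.18 for the 21 anterior SHF genes (percentile 86.9), of which 1 was higher and 1 lower. Cardiomyocyte genes had a median of 0.82 (percentile 99.9 of random lists), with Ryr2, the calcium release channel of heart muscle, at 220.1 ± 65.01 in Tomato+ cells (SD, n = 3) against 9.06. Neuronal genes had a median of 0.3 (percentile 99.2), neural crest genes of 0.49 (percentile 99) and retinoic acid genes of 0.63 (percentile 99.7). The lines were not tested against each other, and each has a lone negative library. Erythroid genes were lower, with a median of -1.07, and 9 of 22 stood apart on the lower side. Fgf10 stood at 158.6 ± 14.3 against 397.

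Across all genes, 1316 stood apart on the higher and 1103 on the lower side. The highest ratios among genes that met the naming rule, with at least 200 normalized reads, were those of Ppp1r1a, Ryr2, Ttc39c, Lrrc56, Nphp4 and Dusp8, and the lowest those of Ptpn18, Egfem1, Tmem266, Il2rg, Stab2 and Il1bos, the last of them antisense to Il1b and not resolved by strand. The levels of Ptpn18 (376), Egfem1 (826) and Stab2 (568), a scavenger receptor gene of sinusoidal endothelium, rest on the single Tomato- library, while Tomato+ cells had 4.14 ± 1.16, 17.2 ± 2.8 and 21.02 ± 6.37 (SD, n = 3). Between the lines, 82 genes stood apart on the higher side in both, 86 on the lower side in both and 114 in opposite directions. The rule was tried on simulated data with 3 independent positive libraries. There 92.5% of genes raised 4-fold in the lone library, all with a mean of at least 100, stood apart, and 2.79% of unchanged genes did. Genes raised in the positive libraries were not simulated. Replicates 1 and 3 were near-alike in these data, so more unchanged genes may stand apart than in the simulation.

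The reporter-negative fractions differed from each other for some gene groups as the positive ones did, and for others in another direction. Hoxa13 stood at 0 normalized reads in the GFP- and 213 in the Tomato- library, Hoxd11 at 0 and 763, Lhx1 at 66.02 and 2096, Gad2 at 8.69 and 951, Gapdh at 27394.5 and 4889.9, and Ldha at 35762 and 6350.2. The median log2 ratio of GFP- to Tomato- was -6.53 for Hox genes of groups 5 to 13 (percentile 0 of random lists, and a size that depends on the 1 added to each value, since several of these genes were at 0 in the GFP- library), 1.17 for glycolysis genes (percentile 100), 0.77 for cell cycle genes (percentile 100) and 2.74 for cardiomyocyte genes (percentile 100). Neuronal genes had a median of -1.3 and macrophage genes of -2.65 (percentile 0 each), and erythroid genes of -0.73. Other lists had a median of the opposite sign to that of GFP+ over Tomato+ cells: -0.62 against 0.59 for anterior SHF genes (percentile 0.3) and 0.56 against -0.66 for neural progenitor genes (percentile 98.6). For the pSHF genes named by the study it was -0.42 against 1.11 (percentile 6.9), for proepicardial genes -0.25 against 1.46 (percentile 26.5) and for endoderm genes -0.06 against 2.2 (percentile 41.8), which is within the range of random lists.

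Of the 3183 genes that differed at least 2-fold between GFP+ and Tomato+ cells, 77.2% had the same sign between the negative libraries, and 53.6% (95% interval 51.9% to 55.4%) had at least 0.5 of the log2 ratio there. Of the 1913 genes called with replicates 1 and 3 averaged, these shares were 83.5% and 58.3%. Across 16150 genes the log2 ratios of positive and negative cells had a Pearson's r of 0.419 and a Spearman's rho of 0.415, a description across genes, which are not independent replicates. With 1 library per negative group there was no test.

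At a limit of 10 normalized reads in every library of a population, 14551 genes were detected in both GFP+ and Tomato+ cells, 88 in GFP+ cells with less than 10 in every Tomato+ library, and 268 in Tomato+ cells with less than 10 in every GFP+ library. Without Tomato+ replicate 2 the GFP+ count was 178, and without GFP+ replicate 2 the Tomato+ count was 441. In the authors' deposited table, 4332 genes had an adjusted p under 0.01, 2133 of them higher and 2199 lower in GFP+ cells, and 11970 did not. Of the 2133 genes higher in GFP+ cells in the authors' deposited table, 1978 (92.7%) had at least 10 normalized reads in every Tomato+ library. Of the 2199 lower genes in the authors' deposited table, 1702 (77.4%) had at least 10 in every GFP+ library.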

Values the study reported

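The study counted 11,970 genes as expressed in both sorted populations and 2,133 genes as transcribed specifically in the GFP+ cells. By flow cytometry, Tomato+ cells made up 33% of the dissected region and GFP+ cells 23%.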

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

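The tests of reporter-positive cells left in the negative fractions, of different tissue in the dissections and of a single shift for every gene were chosen after the result was seen.

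Several lists went in opposite directions in the 2 lines, since every GFP+ library lay on a different side of its negative library than every Tomato+ library did. The difference between the lines was not tested, and several of the medians lay within the range of random lists in a line: percentile 12.8 for proepicardial, 7 for lateral plate and 95.1 for neural progenitor genes in the Mef2c-Cre line, and 6.2 for neural crest and 2.9 for retinoic acid genes in the Hoxb1-GFP line, where 4 retinoic acid genes stood apart on the higher and 5 on the lower side. The median log2 ratio of retinoic acid genes was -0.25 in GFP+ over GFP- and 0.63 in Tomato+ over Tomato- cells, a difference of -0.885. It was -0.96 and 0.27 for neural progenitor genes (difference -1.231), -0.9 and 0.3 for neuronal genes (difference -1.198), and -0.2 and 0.49 for neural crest genes (difference -0.691). Proepicardial genes went the other way, with 2.44 and -0.24 (difference 2.671), as did lateral plate and limb genes with 1.97 and -0.31 (difference 2.276) and mitochondrially encoded genes with 0.59 and -0.99 (difference 1.575). For mitochondrially encoded genes, medians of single libraries ranged from 0.138 to 1.038 in GFP+ and from -1.348 to -0.505 in Tomato+ cells. The Tomato- library had the highest share of mitochondrial reads, 51.4%.

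Among named genes, Upk3b, a uroplakin gene of mesothelium, had log2 ratios of 6.1 in the Hoxb1-GFP line and -1.28 in the Mef2c-Cre line (difference 7.371). Il2rg, a cytokine receptor gene, had 1.43 and -4.86 (difference 6.287), Nphp4, a gene of cilia, -1.01 and 3.66 (difference -4.671), and Ppp1r1a, a phosphatase inhibitor gene, -1.56 and 4.46 (difference -6.022). These differences were not tested either, and each rests on a lone negative library per line.

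Many differences between GFP+ and Tomato+ cells recurred between the cells without reporter. Positive cells left in the negative fractions could carry such differences over. A carry-over of 4.1% for GFP- and 14.3% for Tomato- was taken out, set from the lowest ratios of negative to positive level. A few genes with still lower ratios were set aside and allow less. Colec10, for example, stood at 0.87 in GFP- and 334.6 in GFP+ cells. After this step 51.5% of the genes (95% interval 49.8% to 53.3%) still had at least 0.5 of their log2 ratio, against 53.6% before. Pearson's r across genes fell from 0.418 to 0.304, which may come from carry-over or from taking out too much. Only this direction was modelled. Negative cells sorted into the positive fractions were not taken out, so carry-over in that direction stays open. A single shift of a whole line or library batch for every gene was also argued against, because 9.4% of the genes (95% interval 8.4% to 10.5%) had a log2 ratio of 1 or more in the opposite direction. These intervals treat genes as independent and leave out the spread between libraries. With 1 library per negative group that spread could also give opposite ratios, so a single shift is not excluded. Different tissue in the 2 dissections may be a source: the median of Hox genes of groups 5 to 13, which mark position, was -6.532 between the negative libraries, at percentile 0 of random lists. That ratio does not measure the dissected tissue alone. Of these 21 genes, 14 stood apart higher in GFP+ than in GFP- cells, with a median log2 ratio of 3.988, so the sort may have lowered the GFP- level. In GFP+ cells 15 of the 21 were also lower than in Tomato+ cells. Differences between the mouse lines, in stage or in library batch stay open, as each reporter came from its own line, and so does a biological difference between the sorted populations, which was not tested apart from them.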

How the results depend on the processing

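The alternatives with edgeR, with TMM factors in the test of GFP+ against Tomato+ cells, with 2 of the 3 replicates, with lists tested on averaged replicates, and with genes called on averaged replicates in the comparison of negative cells were chosen after the data were seen.

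The 6410 genes called between GFP+ and Tomato+ cells depended on which libraries were used. Their number was 2929 with replicates 1 and 3 averaged, 2751 with replicates 1 and 2 only, 2903 with replicates 2 and 3 only and 12906 with the near-alike replicates 1 and 3 only. At 2-fold or more, where the count was 3183, these settings gave 1913, 1824 and 1902, and replicates 1 and 3 gave 4474. Near-alike replicates narrow the spread. An adjusted p under 0.01 left 3633 genes, and 2152 of at least 2-fold. Leaving out each library in turn gave 4311 to 7913 genes, and 2463 to 3697 of at least 2-fold, the highest without Tomato+ replicate 2. Of 130 named genes that limma tested, 18 no longer passed with replicates 1 and 3 averaged, Mef2c, Tbx5 and Bmp4 among them. With edgeR 1 no longer passed.

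With the replicate number as a block, limma called 5991 genes, 2962 of at least 2-fold, and camera called 19 lists, 12 higher and 7 lower in GFP+ cells in place of 11 and 8. The list of paraxial mesoderm and somite genes no longer passed (limma camera adjusted p = 0.0554), and that of mitochondrially encoded genes did (limma camera adjusted p = 0.0147). Among named genes, Pard6b, Hoxd3os1 and Ppp1r1a no longer passed, and Hoxa3 did. Across genes the replicate numbers gave little sign of pairing the samples, since deviations of libraries of the same number correlated at 0.026 to 0.045. For mitochondrial reads a batch shared by the libraries numbered 2 stays open.

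Of the 34 lists, 19 were called by camera, 4 with an estimated correlation, 29 by fry, and 0 with replicates 1 and 3 averaged and an estimated correlation. With replicates averaged and the preset correlation camera called 21. Fry turned the branchiomeric list downward against its median of 0.635, and the cause was not tested. Leaving out each library gave 14 to 19 lists.

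Of the genes standing apart, 381 in the Hoxb1-GFP line and 883 in the Mef2c-Cre line did so at 4-fold, and 617 and 874 with at least 200 normalized reads. Leaving out each positive library gave 1390 to 2264 and 2535 to 3594, and fewer libraries to lie outside of raise such counts by construction.

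Between the negative libraries, the share of called genes with at least 0.5 of the log2 ratio was 61.5% for genes with a mean of at least 200 normalized reads and 58.3% for genes called with replicates 1 and 3 averaged. It was 66.8% with a limit of 0.25 of the ratio and 39.8% with a limit of 0.75. Pearson's r was 0.479 for genes with a mean of at least 50 and 0.562 for those of at least 200.

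Genes detected only in GFP+ cells numbered 49, 152 and 288 at limits of 5, 20 and 50 normalized reads, and those only in Tomato+ cells 420 and 596 at limits of 20 and 50. Leaving out each library gave 91 to 178 and 273 to 441, and 14573 to 14816 genes in both. A gene with fewer than 3 reads in a library, 2.16 to 4.53 normalized reads, was not detectable at this depth.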

Other observations

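The tests of whole-cell carry-over into Tomato+ libraries and of explanations for the near-alike replicates 1 and 3 were chosen after the result was seen, while the chi-square between libraries and its limit of 1.2 were fixed before.

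Erythroid transcripts in the Tomato+ libraries stood at a median of 46.8% of their Tomato- level over 20 abundant genes (range 17.7% to 74.6%), against 1.87% in the GFP+ libraries of the GFP- level. No other list holds these genes, and Hba-x, among the most abundant, stood at 64496 ± 8749 in Tomato+ cells (SD, n = 3) and 137114 in the Tomato- library. Carry-over of whole Tomato- cells could explain this, and would bring every abundant transcript of those cells. Of 9578 genes abundant in the Tomato- library, 90 (0.94%, 95% interval 0.76% to 1.15%) lay under 0.25 of that level in every Tomato+ library, an interval that spans the limit of 1% set for the test. Measured between replicates of a group the same share was 0.17% in GFP+ and 0.69% in Tomato+ cells, and against that limit, which was tried and withdrawn after the values were seen, the share would argue against whole cells. Single genes lay far lower, such as Ptpn18 at 4.14 against 376 in the Tomato- library, Egfem1 at 17.2 against 826 and Stab2 at 21.02 against 568. These levels rest on that lone library: 18 of the 9578 genes (0.19%) lay under 0.1 of it in every Tomato+ library, while 15 of 9734 (0.15%) did so between Tomato+ replicate 2 and both others, and 1 of 9220 (0.01%) between the same GFP+ replicates. Of the 8363 genes abundant in both negative libraries 0 lay under 0.1. That count cannot decide, since 0.1 lies far under the median of 46.8% that carry-over would have to bring. It also leaves out genes scarce in the GFP- library, such as Ptpn18 at 11.3 and Egfem1 at 3.47 there. Whole cells stay open.

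Red cells, or RNA freed from them, as 1 source would keep erythroid genes at 1 ratio. The SD of their log2 ratio was 0.605, above the median of 0.486 of random lists, but 20.9% of random lists had a larger SD, so the 2 outcomes cannot be told apart with these values. The limit of that test was also altered after the values were seen and then set back. A sort for the red reporter would remove red cells without it, and whether erythroid cells in this line carry the reporter was not analysed here.

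The near-alike replicates 1 and 3 differed by more than sampling noise, with a chi-square per degree of freedom of at least 2.353. This argues against a library sequenced on more than 1 occasion only if such runs differ by sampling noise alone. Differences between runs were not modelled, and the median over genes, scaled so that noise gives 1, was lower, at 1.534 in GFP+ and 1.609 in Tomato+ cells. Repeated sequencing of a library therefore stays open. A batch shared by both libraries numbered 2 was argued against, as the source of their departures across genes, by the correlation of these departures, 0.033. For mitochondrial reads it stays open: these took 42.4% in GFP+ replicate 2 against 34.5% and 33.8% in replicates 1 and 3, and 43.7% in Tomato+ replicate 2 against 32.8% and 33.4%, a gap of at least 7.9 percentage points in both groups. With 3 libraries per group, chance puts the odd library at the same number too often for this to decide. Replicates 1 and 3 may share a cell pool or amplified cDNA, since their chi-square was at most 0.0328 of that of the closest pair with replicate 2 in each group. This is a hypothesis from the same data, and no biological explanation was tested.

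The 6 positive libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. With limma the real split called 6410 genes and the highest of the others 0, and 1 of the 10 splits, the real one, called as many. For lists, the real split called 19 and the highest of the others 14, and again 1 of the 10 splits called as many.

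At 10 normalized reads, 88 genes were detected only in GFP+ cells here, while the number of genes higher in GFP+ cells at an adjusted p under 0.01 in the authors' deposited table, 2133, and the number passing in neither direction, 11970, equal the counts of specific and shared genes quoted above. Of those 2133 genes of the authors' deposited table, 1978 were detected in every Tomato+ library at 10 normalized reads. The limit of 10 differs from the study's threshold of detection, which was set from intergenic reads that were not used here. The study's caption for the diagram of these counts itself speaks of differentially expressed transcripts.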
